# Expression of Serum Exosomal and Esophageal MicroRNA in Rat Reflux Esophagitis

**DOI:** 10.3390/ijms18081611

**Published:** 2017-07-25

**Authors:** Risa Uemura, Yoshiki Murakami, Atsushi Hashimoto, Akinari Sawada, Koji Otani, Koichi Taira, Shuhei Hosomi, Yasuaki Nagami, Fumio Tanaka, Noriko Kamata, Hirokazu Yamagami, Tetsuya Tanigawa, Toshio Watanabe, Y-h Taguchi, Yasuhiro Fujiwara

**Keywords:** gastroesophageal reflux disease, non-erosive reflux disease, reflux esophagitis, microRNA, exosome

## Abstract

Gastroesophageal reflux disease (GERD) is a common upper gastrointestinal disease. However, the role of exosomal microRNAs (miRNAs) and esophageal miRNAs in GERD has not been studied. A rat model of acid reflux esophagitis was used to establish a novel diagnosis marker for GERD and examine dynamics of miRNA expression in GERD. Rats were sacrificed 3 (acute phase), 7 (sub-acute phase) and 21 days (chronic phase) after induction of esophagitis. Exosomes were extracted from serum, and the expression patterns of serum miRNAs were analyzed. Four upregulated miRNAs (miR-29a-3p, 128-3p, 223-3p and 3473) were identified by microarray analysis. The expression levels of exosomal miR-29a-3p were significantly higher in the chronic phase of reflux esophagitis compared with controls, and increased expression of miR-29a-3p was specific to chronic reflux esophagitis. Esophageal miR-223-3p expression was higher compared with controls, and gradually decreased from acute to chronic phase in esophagitis. In conclusion, exosomal miR-29a-3p and esophageal miR-223-3p might play roles in GERD.

## 1. Introduction

Gastroesophageal reflux disease (GERD) is a common upper gastrointestinal disease that is divided into two subtypes: erosive reflux disease (ERD) and non-erosive reflux disease (NERD), the latter being defined as the presence of troublesome reflux symptoms without esophageal mucosal breakage [1]. Although the first-line treatment for GERD is a proton pump inhibitor (PPI) [2], approximately 20–40% of GERD patients are refractory to PPI therapy, especially NERD patients [3]. One reason for the high incidence of PPI-resistance in NERD is its heterogeneous pathogenesis, including abnormal esophageal acid exposure and esophageal hypersensitivity. Recently, the Rome IV criteria proposed the concept of reflux hypersensitivity and functional heartburn in esophageal functional disorders, and these two diseases might include NERD in clinical settings [4]. However, it is difficult to differentiate between GERD and reflux hypersensitivity or functional heartburn without using esophageal impedance-pH monitoring [5]. Simple biomarkers of GERD are necessary to replace invasive diagnostic modalities.

MicroRNAs (miRNAs) are small, non-coding RNAs that control gene expression by annealing to complementary target mRNAs [6,7]. Specific miRNAs participate in multiple cellular functions and events, including cell generation, apoptosis, differentiation, multiplication, metabolism, and carcinogenesis [8]. The identification of circulating miRNAs in the serum exosomes, which are membrane-bound vesicles that are 40–100 nm in diameter and secreted by various cells, indicated that miRNAs may be potentially useful as clinical diagnostic or prognostic tools [9,10,11,12].

There have been several studies about exosomal miRNAs in esophageal cancer [13,14]. However, the role of exosomal miRNAs and esophageal miRNAs in GERD has not been reported yet. The aim of this study was to observe changes of exosomal and esophageal miRNAs to establish novel diagnosis markers for GERD and to examine dynamics of miRNA expression using a rat model.

## 2. Results

### 2.1. Macroscopic and Histological Findings

Figure 1A shows the macroscopic appearance of the normal esophagus. The normal esophagus had a thin esophageal epithelium with few inflammatory cells in the submucosa (Figure 1E). In contrast, there were several large ulcers with edematous mucosa on day 3 after inducing esophagitis (Figure 1B). Histological examination revealed defects in the epithelial layer and marked infiltration of inflammatory cells in the lamina propria, submucosa, and the bases of the ulcers (Figure 1F). Esophageal ulcers with edematous mucosa and inflammatory cell infiltration were decreased on day 7 compared with those observed on day 3 (Figure 1C,G). Several whitish esophageal lesions associated with marked thickening of the esophageal wall were found in the middle and lower part of the esophagitis on day 21 (Figure 1D). Histological examination revealed mucosal thickening with basal cell hyperplasia and infiltration of inflammatory cells to the lamina propria and submucosa (Figure 1H). The histological findings on day 21 were consistent with those observed in the patients with reflux esophagitis. We confirmed these macroscopic and histological changes in all rats with reflux esophagitis.

### 2.2. Unique Expression Pattern of Exosomal miRNA in Reflux Esophagitis

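Exosomal RNA from the serum of rats on day 21 was measured on 8 single-colour arrays, with 4 samples from sham-operated controls and 4 from reflux esophagitis. The labels give the day for the samples with reflux esophagitis only, and day 21 for the controls is taken from the paper. Each array carries probes for 719 rat miRNAs, with 20 spots for each miRNA. The authors' files hold intensities from Agilent's feature extraction software, background-subtracted and not normalized between arrays. The total signal per miRNA was used here, which the software sets to 0.1 where a miRNA was not detected. Control replicates 1, 2, 3 and 4 had 232, 232, 212 and 215 detected miRNAs, and reflux esophagitis replicates 5, 8, 9 and 10 had 245, 229, 144 and 197. The means were 223 ± 10.8 (SD, n = 4) in controls and 204 ± 44.6 (SD, n = 4) in reflux esophagitis (two-sided exact permutation test, p = 0.457). Without replicate 9 the difference of the means goes from -19.0 to 0.917 miRNAs. The signal summed over all rat miRNAs was between 171913 and 267263 in controls and between 77376 and 268246 in reflux esophagitis. On the log2 scale its mean was 17.60 ± 0.30 (SD, n = 4) in controls and 17.35 ± 0.82 (SD, n = 4) in reflux esophagitis (exact permutation test, p = 0.686), and this difference also turns positive, to 0.11, without replicate 9. The 5 brightest miRNAs of each array held between 61.5% and 65.3% of the signal in controls and between 52.5% and 69.9% in reflux esophagitis. By mean signal over the 8 arrays the 5 brightest were miR-3473, miR-3584-5p, miR-1224, miR-451-5p and miR-16-5p, with 45866, 37921, 19517, 9153 and 5765. The 5 of a single array can differ from these.
The signal of each array was divided by its 75th percentile over the 144 miRNAs detected on all 8 arrays, a choice set before the data were examined for arrays on which most miRNAs are not detected. The percentile was between 494 and 915 in controls, and 1052, 1080, 239 and 442 in reflux esophagitis replicates 5, 8, 9 and 10. Over all 719 rat miRNAs it was between 12.0 and 22.1 on the other arrays but 0.1, the value of an undetected miRNA, in replicate 9. The methods do not name the signal they scaled, so applying their steps to the total signal is a choice made here. Their floor of 0.01 is below 0.1 and changed no value. The settings called the methods' scaling and the methods' floor therefore leave undetected miRNAs at 0.1 before division. The methods' scaling was not run on the processed spot signal. Scaled values below 0.00350, the lowest scaled signal of any detected miRNA, were set to this floor before the log2 was taken. Among the tested miRNAs, 48 were at the floor in replicate 9, 13 in replicate 10, 5 in replicate 8, 2 in replicate 5 and 0 in each control. The 192 miRNAs detected on every array of at least 1 group were tested with limma, with p-values adjusted by the method of Benjamini and Hochberg. The number of arrays limits the precision, with a median standard error of 0.48 for a log2 fold change. The paper's text does not state whether each serum sample came from a separate rat, so the p-values measure only the spread between these samples.

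**Figure D1:**
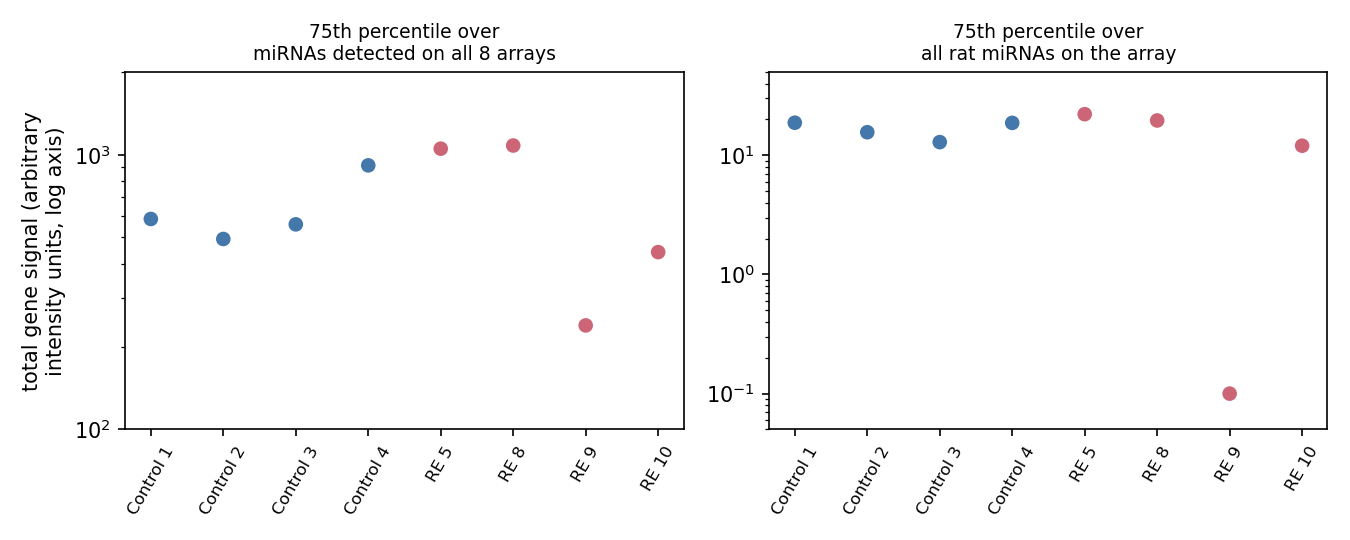
75th percentile of the signal on each of the 8 arrays (log axes, arbitrary intensity units), over the miRNAs detected on all arrays in one panel and over all rat miRNAs in the other, for controls and reflux esophagitis. Reflux esophagitis replicate 9 has the lowest value in both panels, 239 over the miRNAs detected on all arrays and 0.1 over all rat miRNAs.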

Exosomes were extracted from serum and the expression patterns of serum miRNAs on day 21 were analyzed via microarray. Microarray analysis revealed an upregulation of miR-29a-3p, miR-128-3p, miR-223-3p and miR-3473 in reflux esophagitis (*p* < 0.05 compared to controls). 

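Of the 192 miRNAs tested, 2 fell in reflux esophagitis and 0 rose at an adjusted p under 0.05 from limma, and the 4 miRNAs carried forward by the paper did not pass. At an unadjusted p under 0.05 limma gave 5 lower and 0 higher, where 9.6 are expected by chance. On the same scaled values the methods' t-test (for unequal variances) and the methods' analysis of variance each gave 3 lower and 0 higher. miR-29a-3p, a member of the miR-29 family, had a mean log2 signal of 2.10 ± 0.51 (SD, n = 4) in reflux esophagitis and 2.21 ± 0.17 (SD, n = 4) in controls, a log2 fold change of -0.10 (standard error 0.33, adjusted p = 0.941 from limma). miR-128-3p, which is abundant in the brain, had 1.15 ± 0.89 against 0.96 ± 0.45 and a log2 fold change of 0.19 (standard error 0.48, adjusted p = 0.927 from limma). miR-223-3p, a miRNA of myeloid cells, had 1.96 ± 0.55 against 1.80 ± 0.49 and a log2 fold change of 0.16 (standard error 0.39, adjusted p = 0.927 from limma). miR-3473, the brightest miRNA on the arrays, had 6.13 ± 0.65 against 6.29 ± 0.31 and a log2 fold change of -0.15 (standard error 0.38, adjusted p = 0.927 from limma). Each of the 4 was above the control mean in 2 of the 4 samples with reflux esophagitis. These were replicates 5 and 8 for miR-29a-3p, miR-128-3p and miR-223-3p, the arrays with 75th percentiles above all controls. For miR-3473 they were replicates 9 and 10, so the samples with reflux esophagitis split in the same 2 pairs for all 4 miRNAs. Two-sided exact permutation tests gave p = 0.657, 0.714, 0.686 and 0.657, where 0.0286 is the smallest p that 4 samples against 4 allow. The upper ends of the 95% confidence intervals were 1.56-fold higher for miR-29a-3p, 2.41-fold for miR-128-3p, 2.05-fold for miR-223-3p and 1.64-fold for miR-3473. The median log2 fold change of the 192 miRNAs was -0.29, and relative to it the 4 miRNAs stood at 0.19, 0.48, 0.45 and 0.14. The log2 fold change of miR-29a-3p turns to 0.19 without reflux esophagitis replicate 9 and to 0.014 without replicate 10, that of miR-3473 to 0.038 without replicate 5 and to 0.028 without replicate 8, and those of miR-128-3p and miR-223-3p to -0.16 and -0.089 without replicate 8. Under the methods' scaling the 4 log2 fold changes were 1.59, 1.89, 1.86 and 1.54, against a median of 1.39 for all tested miRNAs, and did not pass the test, and with arrays scaled by their median miR-29a-3p and miR-3473 turn to 0.11 and 0.059 (miR-29a-3p also to 0.057 with quantile normalization).

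**Figure D2:**
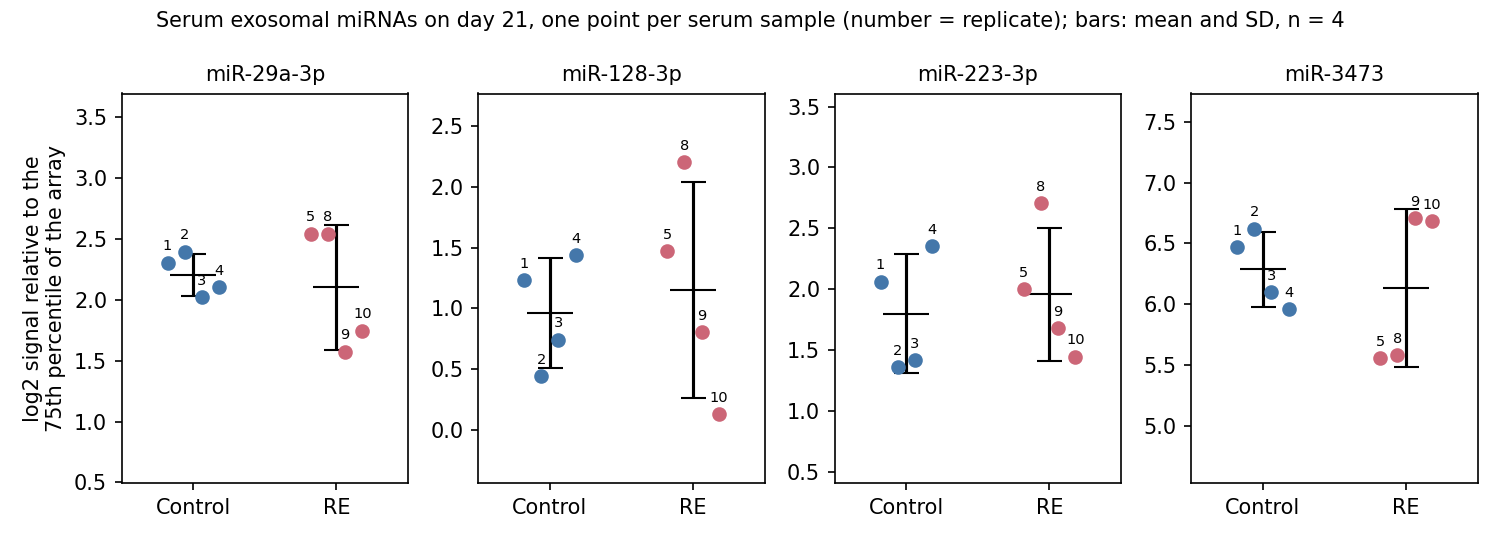
Log2 signal of miR-29a-3p, miR-128-3p, miR-223-3p and miR-3473 relative to the 75th percentile of each array, 1 point per serum sample, in controls and reflux esophagitis, with bars for the mean and SD (n = 4). The groups overlap for each miRNA, with means of 2.10 and 2.21 for miR-29a-3p in reflux esophagitis and controls.

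On rn4, the rat build of the array's probe mappings, miR-29a-3p lies on chromosome 4 from 58107815 to 58107834 and miR-223-3p on chromosome X from 83869120 to 83869140. The probe of miR-128-3p maps to chromosome 13 from 40907625 to 40907644 and to chromosome 8 from 116727289 to 116727308, and that of miR-3473 to chromosome 13 from 40705754 to 40705768. In the miR-29 family, miR-29b-3p, which maps to chromosomes 4 and 13, had a log2 fold change of 0.39 (standard error 0.47, adjusted p = 0.912 from limma), and miR-29c-3p, on chromosome 13, had -0.073 (standard error 0.41, adjusted p = 0.960). The paper states that miR-29a-3p, miR-128-3p, miR-223-3p and miR-3473 were upregulated in reflux esophagitis and carried these 4 forward to real-time RT-PCR (Figure 2).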

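The miRNAs that fell were miR-455-5p and miR-208a-3p, the second encoded in a cardiac myosin heavy chain gene. miR-455-5p was detected on 4 control arrays, at a mean log2 signal of -4.33 ± 0.14 (SD, n = 4), and on 0 arrays of reflux esophagitis, where it is listed at the software's value for an undetected miRNA and no fold is given (adjusted p = 2.04e-05 from limma). All its values in reflux esophagitis were set to the same floor (SD 0), so this p holds no measured spread in that group. miR-208a-3p was detected on 4 control arrays, at -5.03 ± 0.68 (SD, n = 4), and on 1 array of reflux esophagitis (adjusted p = 0.0307 from limma). Every control was above every sample with reflux esophagitis in both (exact permutation test, p = 0.0286). The groups did not overlap in 3 of the 192 miRNAs, all lower, which is fewer than the 2.86% of miRNAs that chance gives. All 3 are among the 48 tested miRNAs detected on all controls but not on all arrays of reflux esophagitis. The reverse held for 0 miRNAs, so a lack of overlap that rests on undetected arrays could only be lower. Further lower values that did not pass were those of miR-125b-1-3p (detected on 4 control arrays and 0 of reflux esophagitis, adjusted p = 0.385 from limma), miR-139-3p (log2 fold change -1.21, adjusted p = 0.870) and miR-99b-3p (detected on 4 and 3, adjusted p = 0.870). miR-125b-1-3p is called lower under the methods' floor (adjusted p = 0.00237) and under the methods' scaling with reflux esophagitis replicate 9 left out (0.000717), and miR-494-3p with array quality weights (0.0352). Both settings that call miR-125b-1-3p leave its undetected arrays at 0.1 before scaling. The smallest p-values on the higher side, none passing, were those of miR-26a-5p, miR-142-3p, let-7f-5p, miR-103-3p and let-7a-5p, with log2 fold changes of 0.51, 0.69, 0.51, 0.39 and 0.47 and an adjusted p of 0.912 each from limma. The call of miR-455-5p ends when the mean processed intensity of its spots replaces the total signal (log2 fold change -1.49, adjusted p = 0.990 from limma). It also ends when spots are corrected by normexp (-0.18, adjusted p = 0.994) and under the methods' scaling (adjusted p = 0.390). Further losses are with the authors' value table (adjusted p = 0.402) and with the percentile over all miRNAs and the floor after scaling (0.603). The call of miR-208a-3p is kept in 6 of 27 alternatives. It ends with the mean processed intensity, with normexp and under the methods' scaling (adjusted p = 0.0635, 0.994 and 0.606 from limma). It is also lost with the methods' t-test (0.163, or 0.326 with Bonferroni correction), the methods' analysis of variance (0.157 and 0.315) and the methods' floor (0.170). It also ends with the authors' value table (0.196), no scaling (0.249), no filter (0.451), detection on at least 1 array (0.0549) and eBayes with trend and robust (0.116). The same holds when control replicate 1, 2 or 3 or reflux esophagitis replicate 8 or 10 is left out (adjusted p from 0.0960 to 0.145).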

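Against all other tested miRNAs, camera gave the muscle list as lower (adjusted p = 0.00153) and the let-7 list as higher (adjusted p = 0.00147 over 13 lists) in reflux esophagitis at its preset correlation. Neither call held when the correlation between members was estimated (adjusted p = 0.604 with an estimated correlation, for both lists). Of 6 tested muscle miRNAs, 1 fell (miR-208a-3p; 1 when adjusted over the list alone), 0 rose and 5 did not pass. The log2 fold change was -0.95 (standard error 0.48, adjusted p = 0.870 from limma, n = 4 per group) for miR-133b-3p and -0.43 (standard error 0.36) for miR-143-3p. miR-206-3p was detected on 4 control arrays and 3 of reflux esophagitis. The median of the 6 was -1.43, and -0.54 without reflux esophagitis replicate 9 and -0.097 with normexp. Of the 6, 4 were not detected on all arrays of reflux esophagitis and stand partly at the floor. The median of the other 2 was -0.69, and with the filter to all 8 arrays the muscle list is too small to be tested. Of 8 let-7 miRNAs, which are widely expressed, 0 rose or fell (0 when adjusted over the list alone). Their median was 0.22, and 0.040 without control replicate 2, 0.40 without control replicate 3, 0.14 without reflux esophagitis replicate 8 and 0.63 without replicate 9. The log2 fold changes were 0.19 for let-7i-5p (standard error 0.31), 0.47 for let-7a-5p (standard error 0.39) and 0.51 for let-7f-5p (standard error 0.41). The let-7 call also ends under the methods' scaling (adjusted p = 0.342), with no filter (0.687), and without control replicate 2 (0.309) or reflux esophagitis replicate 8 (0.0673). The muscle call also ends with normexp (adjusted p = 0.161), with array quality weights (0.356) and without reflux esophagitis replicate 10 (0.0535).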

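In the lists of blood cells, 0 members rose or fell, over all tested miRNAs and when adjusted over the list alone. The 10 red blood cell miRNAs had a median log2 fold change of -0.42 (adjusted p = 0.730 from camera), with -0.16 for miR-451-5p (standard error 0.42, n = 4 per group), -0.41 for miR-16-5p (standard error 0.30) and -0.29 for miR-92a-3p (standard error 0.39). The 12 platelet miRNAs had a median of -0.17 (adjusted p = 0.258 from camera), with -0.24 for miR-24-3p, -0.29 for miR-22-3p and -0.12 for miR-23a-3p. The 8 leukocyte miRNAs had a median of -0.10 (adjusted p = 0.417 from camera), with 0.69 for miR-142-3p and -0.26 for miR-150-5p. For the 3 liver miRNAs the median was -0.71 (adjusted p = 0.258 from camera), the value of miR-192-5p, while miR-122-5p, the most abundant miRNA of hepatocytes, was detected on 4 control arrays and 3 of reflux esophagitis (adjusted p = 0.870 from limma). The 5 miRNAs induced in inflammation had a median of -0.31 (adjusted p = 0.730 from camera), with 0.30 for miR-21-5p and -0.31 for miR-146a-5p. The 11 miRNAs of the miR-17-92 clusters all had negative log2 fold changes, with a median of -0.36 (adjusted p = 0.730 from camera), and miR-19b-3p had -0.39. Under the methods' scaling the medians of these lists are above 0, with 0.30 for liver and 1.28 for red blood cell against 1.39 for all tested miRNAs. The leukocyte and platelet medians are also above 0 when arrays are scaled by the median (0.11 and 0.046), as is leukocyte with quantile normalization (0.082). The 3 tested miR-29 miRNAs had a median of -0.073 and a mean of 0.072 (adjusted p = 0.258 from camera). With array quality weights their median was 0.33 and camera called the list higher at the preset correlation (adjusted p = 0.0274), a call not kept in that setting (adjusted p = 0.523 with an estimated correlation). The median is also above 0 when arrays are scaled by the median (0.14), with normexp (0.061), with quantile normalization (0.057) and under the methods' scaling (1.62). The 4 miRNAs reported by the paper, which were chosen by the study on these samples and are not independent evidence, had a median of 0.028 (adjusted p = 0.258 from camera). In the platelet, leukocyte and inflammation lists the median and the mean are below 0 while camera's direction is up, since camera takes the other tested miRNAs as its reference. These 3 medians turn above 0 with normexp (0.041, 0.11 and 0.13) and under the methods' scaling with replicate 9 left out (0.20, 0.37 and 0.26). Leukocyte also turns with array quality weights (0.14) and the filter to all 8 arrays (0.058), and inflammation with the mean processed signal (0.066). At the preset correlation camera called the platelet and leukocyte lists higher with array quality weights (adjusted p = 0.0414 and 0.0470; adjusted p = 0.523 with an estimated correlation for both). It called the red blood cell list lower with normexp (adjusted p = 0.0428; adjusted p = 0.663 with an estimated correlation). With no filter it called the red blood cell list, liver and the miR-17-92 clusters lower (adjusted p = 0.000188, 0.0173 and 0.000188; adjusted p = 0.328, 0.328 and 0.488 with an estimated correlation). With 1 array left out the medians ranged from -0.24 to 0.044 for platelet, -0.28 to 0.21 for leukocyte, -0.42 to 0.11 for inflammation, -0.25 to 0.30 for miR-29, -0.54 to -0.25 for red blood cell and -0.12 to 0.28 for the paper's 4 miRNAs, each highest without reflux esophagitis replicate 9. The median of the miR-17-92 clusters ranged from -0.53 to -0.12, highest without replicate 10. That of liver ranged from -1.05 without reflux esophagitis replicate 5 to -0.54 without control replicate 2, and was -1.39 under the methods' floor.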

Then, we verified the expression pattern of exosomal miRNAs by real-time RT-PCR. The expression levels of these miRNA are presented as ratios to the mean value in exosomal miRNA of the control on day 3. The expression level of exosomal miR-29a-3p in reflux esophagitis was significantly lower on day 3, but significantly higher (2.4-fold) on day 21 compared with controls (Figure 2A). Analogously, the expression level of exosomal miR-128-3p in reflux esophagitis was significantly lower on day 3 compared with the control, but there was no significant difference on day 7 and 21 between control and reflux esophagitis (Figure 2B). There were no differences in miR-223-3p between control and reflux esophagitis during any phase (Figure 2C). The expression level of exosomal miR-3473 in reflux esophagitis was significantly lower on day 3 and 7 but not on day 21 compared with the control (Figure 2D). These results revealed that only miR-29a-3p expression significantly increased in the chronic phase of reflux esophagitis, suggesting exosomal miR-29a-3p might be a novel candidate surrogate marker for chronic reflux esophagitis.

### 2.3. The Specificity of Exosomal miR-29a-3p with Reflux Esophagitis

Next, we examined exosomal miRNA expression in other animal models of gastrointestinal disease to determine whether increased expression of exosomal miR-29a-3p was specific to chronic reflux esophagitis. The relative expression level of exosomal miR-29a-3p was presented as ratios to the mean value of the control in each model (Figure 3). Increased expression level of exosomal miR-29a-3p was specific to chronic reflux esophagitis compared with gastric ulcers and dextran sulfate sodium (DSS)-colitis models. The expression of exosomal miR-29a-3p in the acute phase of reflux esophagitis, gastric ulcer and colitis was significantly lower compared with the control.

### 2.4. miRNA and mRNA Expression Analysis in Esophageal Tissue by Real-Time RT-PCR

Figure 4 and Figure 5 show the expression levels of miRNA and mRNA in esophageal tissue. The expression levels of these miRNA and mRNA are presented as ratios to the mean value in control tissue on day 3. The expression levels of miR-29a-3p and miR-128-3p in reflux esophagitis were significantly lower than those of the controls on day 3 (Figure 4A,B). The expression patterns of miR-29a-3p, miR-128-3p and miR-3473 were not dramatically changed during acute to chronic phases (Figure 4A,B,D). The expression level of miR-223-3p on day 3 in reflux esophagitis was significantly higher compared with controls and gradually decreased from the acute phase to the chronic phase (Figure 4C).

The expression level of *interleukin-1β* (*IL-1β*) in reflux esophagitis was significantly higher than the control in all phases examined (Figure 5A). The expression level of *cyclooxygenase-2* (*COX-2*) in reflux esophagitis was significantly higher than the level in control tissue on day 3 and 7, but not day 21 (Figure 5B). On the other hand, the expression levels of *transcription 3* (*STAT3*) and *E2F1* in reflux esophagitis were significantly higher than the control on both day 7 and 21. The expression patterns of *STAT3* and *E2F1* were gradually increased in a time-dependent manner (Figure 5C,D).

### 2.5. The Relationship between miR-223-3p and mRNA in Esophageal Tissue

Figure 6A–D shows the correlation between expression level of miR-223-3p and other mRNAs in esophageal tissue. There was a trend for negative correlation between miR-223-3p and *E2F1* (*r* = −0.41, *p* = 0.05) and a weak negative correlation between miR-223-3p and *STAT3* (*r* = −0.35). There were no correlations between miR-223-3p and *IL-1β* or *COX-2*. Therefore, the data suggest that miR-223-3p may inversely regulate *E2F1* or *STAT3* (Figure 6E).

## 3. Discussion

Several studies have reported the role of miRNA in esophageal diseases, especially esophageal squamous cell carcinoma (ESCC). Tanaka et al. demonstrated that serum exosomal miR-21 was upregulated in patients with ESCC compared with those who have benign diseases without systemic inflammation. They found that the expression level of exosomal miR-21 was positively correlated with tumor progression and prognosis [14]. In another previous report, plasma miR-18a was found as a possible useful biomarker for diagnosis and monitoring in patients with ESCC [13]. Although many studies have shown the potential role of miRNAs as biomarkers for diagnosis and prognosis of ESCC, there are few reports about the role of miRNA in GERD. Yan et al. reported that miR-203 expression in tongue exfoliated cells was significantly downregulated in GERD patients compared to controls [15], suggesting that miR-203 testing in tongue coating samples might assist with GERD diagnosis. However, no study has yet evaluated serum exosomal and esophageal miRNAs in GERD.

This is the first study about the association between GERD and exosomal or esophageal miRNA. Our study has two strengths. First, we found that only the exosomal miR-29a-3p level was significantly increased in chronic reflux esophagitis among four miRNAs identified by microarray analysis. Increases in serum exosomal miR-29a-3p were specific to chronic reflux esophagitis since exosomal miR-29a-3p was not increased in other gastrointestinal mucosal injury models, including gastric ulcers and colitis. These results suggest that serum exosomal miR-29a-3p might be a specific marker for GERD. The expression of exosomal miR-29a-3p in the acute phase of reflux esophagitis, gastric ulcer and colitis was significantly lower compared with the control. However, the reason why exosomal miR-29a-3p was downregulated in the acute phase was not clear.

Precise mechanisms of increased expression of exosomal miR-29a-3p in chronic reflux esophagitis, as well as the discrepancy of miR-29a-3p expression between serum exosomes and esophageal tissue, are unknown. There is the possibility of a time difference between expression in serum exosomes and esophageal tissue. The miR-29 group is composed of miR-29a, 29b-1, 29b-2, and 29c. MicroRNA-29a and 29b-1 are processed from chromosome 7, and miR-29b-2 and 29c are transcribed from chromosome 1. Since forced overexpression of miR-29 markedly suppresses collagen 1 A1 mRNA and protein expression [16,17], miR-29 plays an anti-fibrotic role in the liver and other organs [18]. However, our results showed that fibrosis was not observed and esophageal miR-29a-3p did not increase in the chronic phase of reflux esophagitis.

Second, we identified that the expression of esophageal miR-223-3p in reflux esophagitis was significantly increased compared with control tissue, and expression gradually decreased during the acute to chronic phases of reflux esophagitis. Several studies reported that miR-223 impacts several different cellular processes, including cell cycle regulation, invasiveness, hematopoietic differentiation and immune function. MicroRNA-223 is deregulated in many inflammation-related disorders including a mouse inflammatory bowel disease model [19,20]. Our study showed that the expression of miR-223-3p was inversely related to the expression of *E2F1* or *STAT3* in esophageal tissue. This result is further supported by other studies [21,22,23,24].

The roles of *E2F1* and *STAT3* in chronic reflux esophagitis should be discussed. Although *E2F1* plays a role in promoting esophageal carcinogenesis, it regulates several genes associated with the cell cycle [21,22]. Therefore, increased expression of *E2F1* might be related to basal cell hyperplasia in chronic reflux esophagitis. *STAT3* regulates *IL-6* genes and expression of *STAT3* increases during the transition from Barrett’s metaplasia to adenocarcinoma [23,24]. We did not examine Barrett’s metaplasia in this study, but our previous study showed that long-term reflux caused Barrett’s esophagus with increased expression of *Th-2* cytokines [25]. *STAT3* might be associated with early events of Barrett’s esophagus. Further studies are required.

## 4. Materials and Methods

### 4.1. Animals and Induction of Esophagitis, Gastric Ulcers and Colitis

Specific pathogen-free male Wistar rats (Japan SLC, Hamamatsu, Japan) weighing approximately 200 g at the start of the experiment were used. They were housed at a constant temperature (22 ± 2 °C) in cages with an automatically controlled 12 h light/dark cycle (light on at 9:00 a.m.) and they had free access to food and water. Acid reflux esophagitis was induced by the methods described by Omura et al. [26]. In brief, the duodenum near the pyloric ring was covered with a 2 mm-wide piece of 18 Fr Nelaton catheter (Terumo Co, Tokyo, Japan), and the transitional region between the forestomach and the glandular portion was ligated to enhance reflux of gastric contents into the esophagus. Solid food was withdrawn for two days after induction of esophagitis but rats were allowed drinking water. Rats were sacrificed 3 (acute phase), 7 (sub-acute phase) and 21 days (chronic phase) after inducing esophagitis. In the gastric ulcer model of rats, acetic acid (80 µL) was applied to the serosa of the glandular stomach at the anterior wall through a polyethylene tube (6.0 mm inner diameter) for 90 s as described previously [27,28]. Rats were sacrificed 2 (acute phase) and 14 days (chronic phase) after injecting acetic acid. Colitis was produced in rats by providing drinking water containing synthetic 5% dextran sulfate sodium (DSS, Wako Chemical, Miyazaki, Japan) [29] and rats were sacrificed on day 7. Sham-operated rats were used as controls for reflux esophagitis and gastric ulcers. On the other hand, control animals for DSS-colitis received the vehicle alone. Blood samples from rats were collected by puncture during terminal anesthesia and centrifuged at 1500× *g* for 10 min at 4 °C. The supernatants were transferred to fresh tubes and stored at −80 °C until analysis. Esophageal tissues were excised and immediately stored in RNAlater solution (Applied Biosystems, Foster, CA, USA). For histological analysis, samples were gently rinsed with saline and fixed in 10% buffered formalin. Samples were embedded in paraffin and 4-μm thick sections were prepared. Hematoxylin and eosin staining was performed for standard morphological analysis. All experimental procedures were approved by the Animal Care Committee of the Osaka City University Graduate School of Medicine (Approval number 14008, 3 September, 2014).

### 4.2. Isolation of Serum Exosomes and RNA Extraction

Serum exosomes were isolated with Exoquick according to the manufacturer’s protocol (System Biosciences, Mountain View, CA, USA) [30]. Briefly, blood was obtained by cardiac puncture and 900 µL of serum was collected and mixed with Exoquick. Samples were centrifuged at 1500× *g* for 30 min followed by incubation overnight at 4 °C. The supernatant was decanted and the exosome pellet was resuspended in phosphate-buffered saline. Total RNA was extracted using the miRNeasy kit (Qiagen, Hilden, Germany).

### 4.3. Microarray Analysis

To detect exosomal miRNA, 100 ng of RNA was labeled and hybridized using the Rat miRNA Microarray, 8 × 15 K Rel.19.0 (Agilent Technologies, Santa Clara, CA, USA). Hybridization signals were detected with the Agilent DNA microarray scanner G2539A and the scanned images were analyzed using Agilent feature extraction software (v10.10.1.1). Data were analyzed using Scan Control (ver A.8.5.1) software (Agilent Technologies) and normalized as follows: (i) Values below 0.01 were set to 0.01; (ii) Each measurement was divided by the 75th percentile of all measurements from the same species. All data were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE94719.

### 4.4. Real-Time qPCR for miRNA

TaqMan microRNA assays (Applied Biosystems) were used to quantify the relative expression level of hsa-miR-29a-3p (assay ID 002112), hsa-miR-128-3p (assay ID 002216), hsa-miR-223-3p (assay ID 000526) and rno-miR-3473 (assay ID. 475642). U6 snRNA (assay ID 001973) was used as an internal control. cDNA was synthesized using the Taqman miRNA RT Kit (Applied Biosystems). Total RNA (10 ng/mL) in 5 µL of nuclease-free water was added to 3 µL of 5× RT primer, 1.5 µL of 10× reverse transcriptase buffer, 0.15 µL of 100 mM dNTP, 0.19 µL of RNase inhibitor, 4.16 µL of nuclease-free water and 50 U of reverse transcriptase in a total volume of 15 µL. The reaction was performed in triplicate for 30 min at 16 °C, 30 min at 42 °C and 5 min at 85 °C. Analyses were performed using an Applied Biosystems 7500 Fast Real-Time PCR system and software (Thermo Fisher Scientific Inc., Waltham, MA, USA). The reaction mixture was prepared using the TaqMan Fast Universal PCR master mixture (Thermo Fisher Scientific Inc.). Thermal cycling conditions were as follows: 45 cycles of 95 °C for 15 s and 60 °C for 1 min.

### 4.5. Real-Time qPCR for mRNA

Total RNA was isolated from esophageal tissue using an ISOGEN kit (Nippon Gene Co., Ltd., Tokyo, Japan). Complementary DNA was produced using the High Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific Inc.). Real-time quantitative RT-PCR analyses were performed using an Applied Biosystems 7500 Fast Real-Time PCR system and software (Thermo Fisher Scientific Inc.). The reaction mixture was prepared according to the manufacturer’s protocol using the TaqMan Fast Universal PCR master mixture (Thermo Fisher Scientific Inc.). Thermal cycling conditions were as follows: 45 cycles of 95 °C for 15 s and 60 °C for 1 min. The expression levels of *IL-1β*, *COX-2*, signal transducer and activator of *STAT3* and *E2F1* were quantified in esophageal tissue using real-time RT-PCR and standardized to TaqMan *glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*; Thermo Fisher Scientific Inc.) mRNA levels. The primer sequences were as follows: *IL-1β* Forward: 5′-CACCTCTCAAGCAGAGCACAG-3′, Reverse: 5′-GGGTTCCATGGTGAAGTCAAC-3′, *COX-2* Forward: 5′-CATGATCTACCCTCCCACG-3′, Reverse: 5′-CAGACCAAAGACTTCCTGCCC-3′, *STAT3* Forward: 5′-ACCCGCCAACAAATTAAGAAACTG-3′, Reverse: 5’-CACCACGAAGGCACTCTTCATTA-3′, and *E2F1* Forward: 5′-CATATCCAGTGGCTAGGCAGC-3′, Reverse: 5′-GCTCACTCTCCTGCAGTTGTT-3′.

### 4.6. Statistical Analyses

Statistical analyses were performed using a Student’s *t*-test. *p* values less than 0.05 were considered statistically significant. Data were expressed as mean ± standard error (SE). Associations between expression levels of miRNA and mRNA were analyzed by Pearson’s correlation statistics. Microarray data were statistically analyzed using ANOVA or Welch’s test and Bonferroni correction for multiple hypotheses testing. The statistical analysis was performed with SPSS (22.0J SPSS Japan, Tokyo, Japan).

## 5. Conclusions

In conclusion, our results demonstrated that exosomal miR-29a-3p might assist in the diagnosis of GERD, and increased expression of esophageal miR-223-3p was inversely associated with expression of *E2F1* or *STAT3* in esophageal tissue reflux esophagitis.

## Figures and Tables

**Figure 1:**
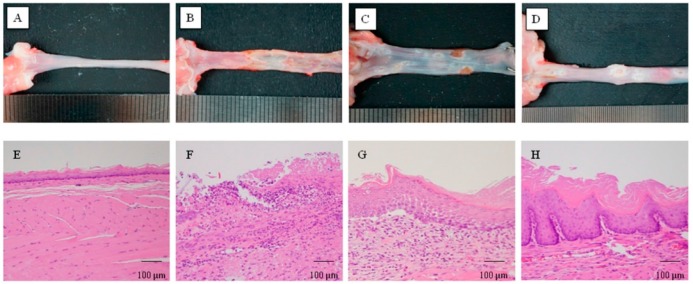
Macroscopic appearance and histological findings of rat esophagitis. (**A**,**E**) Normal esophagus examination revealed thin squamous cell epithelium and few inflammatory cells; (**B**,**F**) Erosions and ulcers with marked inflammatory cell infiltration were observed on day 3 after inducing reflux esophagitis; (**C**,**G**) Size of ulcers and erosions, and number of inflammatory cells were decreased on day 7 after inducing reflux esophagitis; (**D**,**H**) Whitish lesions at the middle and lower part of the esophagus, and histological mucosal thickening with elongation of the papilla, basal cell hyperplasia and inflammatory cell infiltration were found on day 21 after induction of reflux esophagitis. (**A**–**D**) Macroscopic analysis; (**E**–**H**) Hematoxylin and eosin staining.

**Figure 2:**
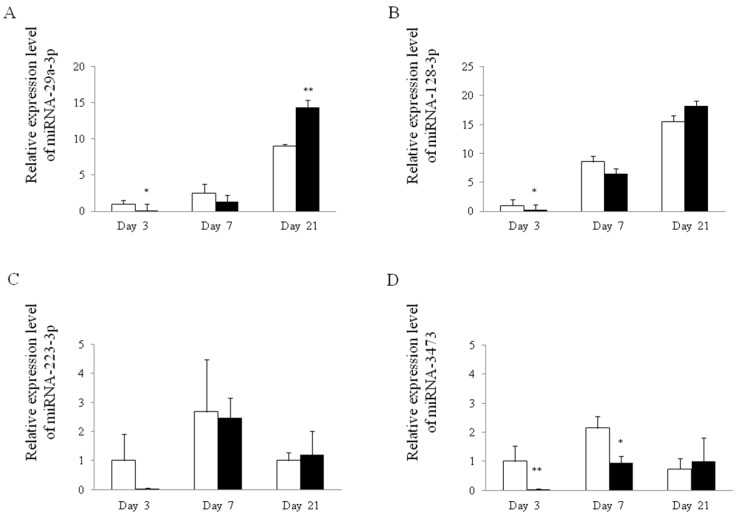
Expression of exosomal microRNA (miRNA) in rat reflux esophagitis. Relative expression of miRNA-29a-3p (**A**); miRNA-128-3p (**B**); miRNA-223-3p (**C**); and miRNA-3473 (**D**) in serum exosomes from rats with esophagitis compared to control rats. White bars represent control and closed bars represent reflux esophagitis. * *p* < 0.01 versus control, ** *p* < 0.05 versus control.

**Figure 3:**
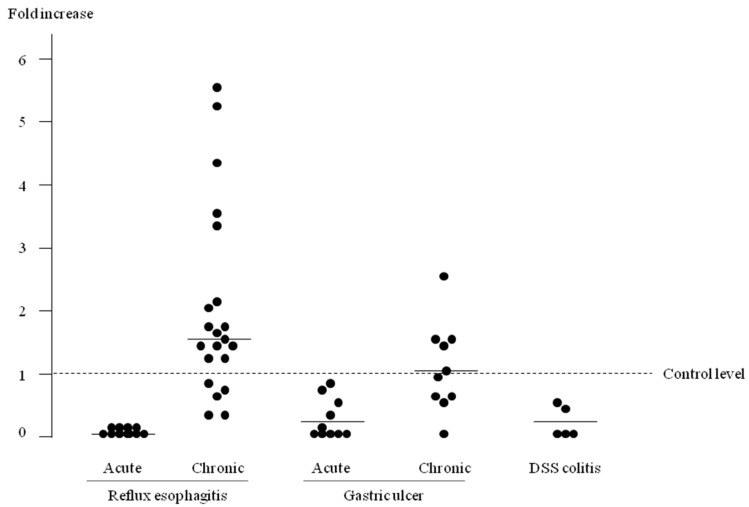
Relative expression level of exosomal microRNA (miRNA)-29a-3p in different rat mucosal injury models. Increases in exosomal miRNA-29a-3p expression were specific to chronic reflux esophagitis. Bars represent mean level of exosomal miRNA-29a-3p in each model. DSS, Dextran sulfate sodium-induced colitis.

**Figure 4:**
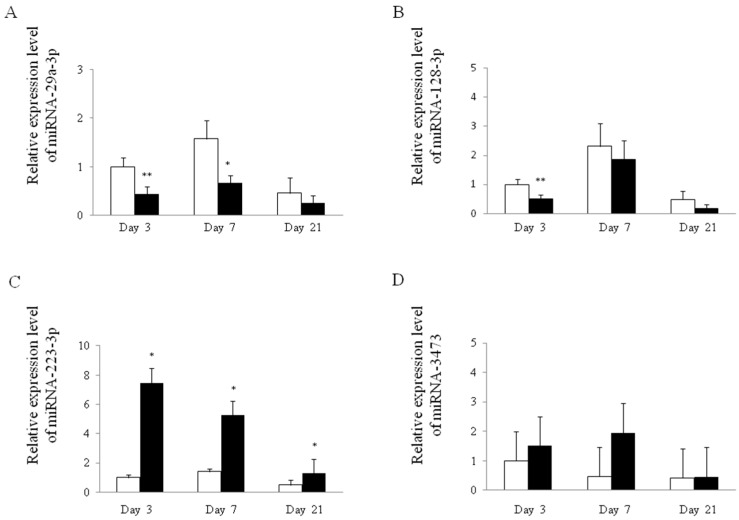
Expression of esophageal microRNA (miRNA) in rat reflux esophagitis. Relative expression of miRNA-29a-3p (**A**); miRNA-128-3p (**B**); miRNA-223-3p (**C**) and miRNA-3473 (**D**) in esophageal tissue from rats with esophagitis compared to control rats. White bars represent control and closed bars represent reflux esophagitis. * *p* < 0.01 versus control, ** *p* < 0.05 versus control.

**Figure 5:**
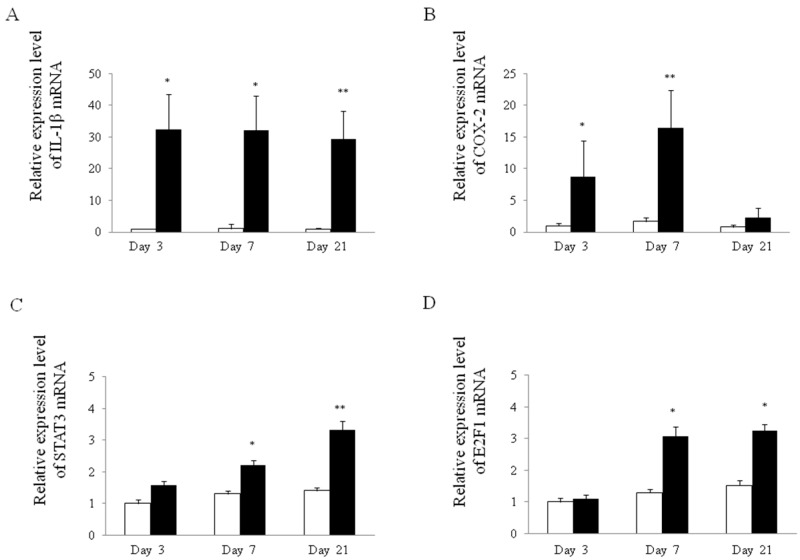
Expression of esophageal mRNA in rat esophagitis. Relative mRNA expression of *IL-1β* (**A**); *COX-2* (**B**); *STAT3* (**C**) and *E2F1* (**D**) in esophagus tissue of rats with or without esophagitis. White bars represent control and closed bars represent reflux esophagitis. * *p* < 0.01 versus control, ** *p* < 0.05 versus control.

**Figure 6:**
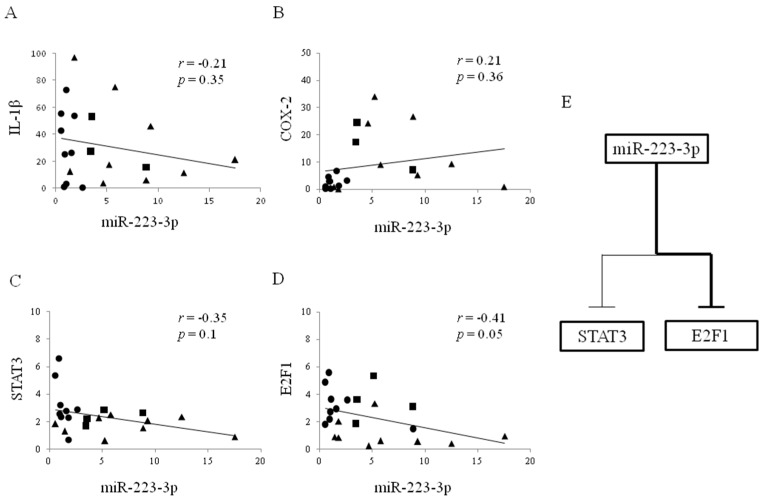
Correlation between microRNA-223-3p and mRNA expression in rat reflux esophagitis. (**A**–**D**) Correlations between expression of miR-223-3p and *IL-1β*, *COX-2*, *STAT3*, or *E2F1*. Reflux esophagitis on day 3 ▲, day 7 ■ and day 21 ●; (**E**) Scheme of the association between miR-223-3p and *E2F1* or *STAT3*; miR-223-3p mainly regurated *E2F1* (the bold line) compared to *STAT3* (the thin line).

## Abbreviations

GERD	Gastroesophageal reflux disease
ERD	Erosive reflux disease
NERD	Non-erosive reflux disease
PPI	Proton pump inhibitor
miRNA	MicroRNA
DSS	Dextran sulfate sodium
IL-1β	Interleukin-1β
COX-2	Cyclooxygenase-2
STAT3	Transcription 3
ESCC	Esophageal squamous cell carcinoma
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase
SE	Standard error

How the deposited data were processed for this re-analysis (not part of the article)

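Exosomal RNA from rat serum on day 21 was measured by the authors on 8 arrays (Agilent Rat miRNA Microarray), 4 for sham-operated controls and 4 for reflux esophagitis, with 1 array per sample. The deposited files hold intensity values from Agilent's feature extraction software on a linear scale, for each spot and as a total signal per miRNA, background-subtracted and not scaled between arrays. The deposited value table equals the processed signal of the spots on all 15095 features of every array (tolerance 1e-06) and holds between 5130 and 6787 negative values per array, so it is also not scaled. No spot of a rat miRNA was saturated, and between 373 and 455 of 14380 spots per array carried the software's outlier mark. The lowest signal of a detected miRNA was between 3.29 and 4.60, and 279 of 719 miRNAs were detected on at least 1 array. All arrays came from 1 slide and 1 scan.

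The total signal per miRNA was divided by the array's 75th percentile over the miRNAs detected on all arrays, set to at least the lowest scaled signal of a detected miRNA, and taken to log2. limma 3.58.1 in R 4.3.3 compared reflux esophagitis with controls for the miRNAs detected on all arrays of at least 1 group, with the default prior, two-sided tests and Benjamini-Hochberg adjustment at 0.05. Exact permutation tests over all splits of the 8 arrays were set beside it. Where a miRNA was not detected in some samples of a group, the number of arrays that detected it is given in place of its fold, and its values under other settings are given only to show their direction or a lost call, with the undetected arrays at the floor of that setting. List medians also hold such members at the floor. Lists of miRNAs with at least 3 tested members were tested with camera at a preset correlation of 0.01. The lists are muscle, let-7, red blood cell, platelet, leukocyte, liver, inflammation, miR-17-92 clusters, miR-29 family, the miRNAs reported by the paper, epithelial, nervous system, fibrosis, Dlk1-Dio3 cluster and miRNAs that the Discussion names from other esophageal studies. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.

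The miRNAs named are all those the paper names, up to 10 higher and 10 lower miRNAs with the largest change among those that passed without overlap between the groups (where fewer than 5 passed in a direction, the 5 with the smallest p, given as not passing), the 3 brightest members of each list and the 5 brightest miRNAs. The paper's statements on its miRNAs were known when this rule was set. Alternatives covered the signal, the background correction, the scaling, the floor, the filter on dim miRNAs, the variance model, the methods' t-test (for unequal variances) and the methods' analysis of variance (equal variances) with and without correction (Bonferroni as in the methods), leaving out each array, and other list tests. Scaling by the labelling spike-in, the methods' scaling with reflux esophagitis replicate 9 left out, and camera with an estimated correlation under array quality weights, normexp and no filter were chosen after seeing the data. The procedure was tested on 50 simulated data sets of 4 arrays against 4. In them it recovered 6.5% of miRNAs changed 2-fold, 63.5% of those changed 4-fold and 89.0% of those changed 8-fold, and 15.2% of its calls were false. The changed miRNAs, 4 of each size per data set, were drawn from those detected on all 8 arrays. Recovery therefore does not describe miRNAs at the floor, and the 15.2% holds for that number of changes only. Of the 57 false calls, 40 were lower and 35 were miRNAs not detected on all arrays. In 200 simulated data sets with no change, 34 had a call and 5 had 2 or more, and 28 of the 39 calls were miRNAs not detected on all arrays. Camera called a simulated list of 8 that was 1 log2 unit higher in 100% of data sets and an unchanged list in 8.0% of them. Simulated members were drawn independently and these calls used an unadjusted p, so the rates do not describe lists whose members vary together. Real-time RT-PCR, tissue miRNA, mRNA and the other animal models were not analysed here.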

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

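Each of these log2 signals lies far from those of the other control samples, by the gap to the nearest of them relative to the whole range of the 4 controls. Among the 84 groups of 4 samples compared in this way for the named miRNAs detected on all 4 arrays of the group, 5 stood apart and 4.2 are expected by chance, which marks about 1 group in 20. Control replicate 2 had miR-139-3p at -1.90 (nearest control -2.70), miR-212-3p at -0.49 (nearest -1.59) and miR-494-3p at 0.96 (nearest 0.21). Control replicate 4 had miR-1224 at 4.89 (nearest 5.23) and miR-199a-3p at -3.83 (nearest -1.52).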

How the results depend on the processing

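Of 1760 values computed for 62 results under 33 alternative settings, 1507 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the main count. Settings that change only the test, the variance model or the filter reuse the same log2 values. Fold changes could not turn there, so the 1507 is not a measure of robustness. No alternative called a miRNA higher, and 0 of the turned log2 fold changes of single miRNAs passed an adjusted p of 0.05. miR-455-5p kept its direction in all alternatives that test it and its call in 22 of 27 (adjusted p from 4.70e-07 to 0.994), and miR-208a-3p in 6 of 27 (adjusted p from 0.00910 to 0.994). The 22 all use the total signal, in which miR-455-5p is undetected on every array of reflux esophagitis, so they are not independent. In the main analysis its values there all stand at the floor (SD 0), so its p holds no measured spread in that group. The alternatives from spot intensities lose the call: mean processed signal, normexp and the authors' value table (adjusted p = 0.990, 0.994 and 0.402 from limma). The signal over background limits both, since miRNAs at the floor take their fold from it and, with the filter to miRNAs detected on all 8 arrays, neither is tested. No paired analysis was possible because the groups share no replicate numbers. A block for slide or scan was not run because all arrays are on 1 slide and 1 scan. The filters change the number of miRNAs tested, and the shift under the methods' scaling and the list calls lost with an estimated correlation are tested in the closing section. For the other changes below the cause was not tested.

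The count of called miRNAs, 2, was 0 with the mean processed signal, normexp, the authors' value table, the methods' scaling, the percentile over all miRNAs with the floor after scaling and the filter to all 8 arrays, and 1 with no scaling, detection on at least 1 array, no filter, eBayes with trend and robust, the labelling spike-in and the methods' t-test and the methods' analysis of variance (Benjamini-Hochberg or Bonferroni). It was from 1 to 2 with 1 array left out. The count at an unadjusted p under 0.05, 5, was 0 with normexp, 1 with the filter to all 8 arrays and with the percentile over all miRNAs, 3 with the methods' scaling (with and without reflux esophagitis replicate 9), the methods' t-test and the methods' analysis of variance, 56 with array quality weights and from 3 to 19 with 1 array left out (19 without reflux esophagitis replicate 10). The calls gained were miR-125b-1-3p with the methods' floor (in place of miR-208a-3p) and with the methods' scaling without reflux esophagitis replicate 9, and miR-494-3p with array quality weights. The count of lists, 2, was 0 with an estimated correlation and with fry (directional and mixed), 1 with the methods' scaling (with and without replicate 9), the percentile over all miRNAs and the filter to all 8 arrays, 4 with no filter, 5 with array quality weights and from 1 to 2 with 1 array left out. The 4 are red blood cell, liver, muscle and miR-17-92 clusters, all lower. The 5 are miR-29, platelet, leukocyte and let-7, higher, and Dlk1-Dio3, lower. With normexp the 2 are let-7, higher, and red blood cell, lower, in place of muscle. With the correlation estimated under these 3 settings, none of these calls is kept (adjusted p from 0.328 to 0.663). The difference in detected miRNAs ranged from -32.8 to 0.917 and that in log2 summed signal from -0.48 to 0.11, with the highest of each without reflux esophagitis replicate 9.

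Under the methods' scaling, and with the same percentile and the floor set after scaling, the log2 fold changes that turned to above 0 were miR-29a-3p 1.59, miR-29c-3p 1.62, miR-3473 1.54, miR-18a-5p 1.68, miR-139-3p 0.49, miR-3584-5p 1.38, miR-1224 1.28, miR-451-5p 1.54, miR-16-5p 1.28, miR-92a-3p 1.40, miR-24-3p 1.46, miR-22-3p 1.41, miR-23a-3p 1.58, miR-150-5p 1.44, miR-192-5p 0.99, miR-193-3p 0.30, miR-133b-3p 0.74, miR-143-3p 1.27, miR-212-3p 0.98, miR-146a-5p 1.39, miR-19b-3p 1.31, miR-20a-5p 1.63, miR-214-3p 1.35, miR-199a-3p 1.52, miR-370-3p 1.33, miR-494-3p 0.52 and miR-134-5p 1.47. Camera's direction turned under the first for red blood cell 0.436, miR-17-92 clusters 0.434 and Dlk1-Dio3 cluster 0.843 and under the second for red blood cell 0.44, miR-17-92 clusters 0.421 and Dlk1-Dio3 cluster 0.968 (adjusted p). With array quality weights miR-29a-3p 0.22, miR-29c-3p 0.33, miR-18a-5p 0.11, miR-150-5p 0.051, miR-193-3p 0.29 and miR-20a-5p 0.11 turned above 0, and camera turned for red blood cell 0.858, nervous system 0.996 and miR-17-92 clusters 0.407 (adjusted p). With the median in place of the 75th percentile miR-29a-3p 0.11, miR-29c-3p 0.14, miR-3473 0.059, miR-18a-5p 0.20, miR-451-5p 0.057, miR-23a-3p 0.092, miR-20a-5p 0.14 and miR-199a-3p 0.035 turned above 0, and camera turned for red blood cell 0.969 and miR-17-92 clusters 0.888 (adjusted p). With quantile normalization miR-29a-3p 0.057, miR-18a-5p 0.14 and miR-451-5p 0.48 turned above 0, and miR-3473 and miR-23a-3p were at 0. With normexp miR-29c-3p 0.061, miR-18a-5p 0.11, miR-193-3p 0.13 and miR-219-5p 0.028 turned above 0. With the methods' scaling with reflux esophagitis replicate 9 left out, chosen after seeing the data, miR-29a-3p 0.34, miR-29c-3p 0.45, miR-18a-5p 0.30, miR-451-5p 0.11, miR-24-3p 0.11, miR-22-3p 0.085, miR-23a-3p 0.20, miR-193-3p 0.59, miR-143-3p 0.077, miR-146a-5p 0.026 and miR-20a-5p 0.30 turned above 0, and camera turned for red blood cell 0.954 and miR-17-92 clusters 0.751 (adjusted p). With no filter camera turned for array selected 0.496, miR-29 family 0.986, platelet 0.177, leukocyte 0.108, inflammation 0.392, fibrosis 0.903 and Dlk1-Dio3 cluster 0.392 (adjusted p). With no scaling camera turned for red blood cell 0.776 and miR-17-92 clusters 0.776 (adjusted p). With the labelling spike-in, chosen after seeing the data, camera turned for red blood cell 0.828 and miR-17-92 clusters 0.828 (adjusted p). With the authors' value table camera turned for miR-17-92 clusters 0.924 (adjusted p). The directional test fry, which does not compare a list with other miRNAs, gave the other direction for platelet 0.802, leukocyte 0.802 and inflammation 0.589 (adjusted p).

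Leaving out 1 array at a time, the log2 fold changes with a turned sign ranged as follows: miR-128-3p from -0.16 to 0.53, miR-134-5p from -0.57 to 0.16, miR-18a-5p from -0.20 to 0.15, miR-193-3p from -1.05 to 0.43, miR-199a-3p from -0.81 to 0.10, miR-20a-5p from -0.31 to 0.15, miR-214-3p from -0.71 to 0.084, miR-223-3p from -0.089 to 0.37, miR-23a-3p from -0.19 to 0.046, miR-29a-3p from -0.25 to 0.19, miR-29c-3p from -0.29 to 0.30, miR-3473 from -0.34 to 0.038, miR-370-3p from -0.80 to 0.11 and miR-451-5p from -0.37 to 0.10. miR-193-3p was not detected on reflux esophagitis replicate 9 and miR-219-5p on 2 arrays of reflux esophagitis. Camera's adjusted p ranged for the lists with a turned direction as follows: Dlk1-Dio3 cluster from 0.227 to 0.918, miR-17-92 clusters from 0.0917 to 0.921, nervous system from 0.428 to 0.958 and red blood cell from 0.257 to 0.909.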

Differences from the paper's values

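The paper's count of miRNAs higher in reflux esophagitis at p under 0.05 is 4. At an unadjusted p under 0.05 from limma, 0 miRNAs were higher here and 5 were lower. Of the alternatives set before the data were examined, array quality weights gave 6 higher miRNAs (miR-142-3p, miR-142-5p, miR-181c-5p, miR-26a-5p, miR-26b-5p and miR-29b-3p), a count within 1.5 times the paper's that holds 0 of its 4 miRNAs. The same setting gave 50 lower miRNAs. Its weights were 0.198 and 0.303 for reflux esophagitis replicates 9 and 10, and from 0.764 to 3.73 for the other arrays. Replicates 9 and 10 therefore counted least, and the setting is not an equal comparison of 4 samples against 4. Every other alternative gave 0 higher miRNAs: the mean processed signal, normexp, the authors' value table, the methods' scaling, the percentile over all miRNAs with the floor after scaling, quantile and median scaling, no scaling, the methods' floor, the 3 other filters, eBayes with trend and robust, the methods' t-test and the methods' analysis of variance (each unadjusted), and leaving out each array. Over the 30 other settings run, the lowest unadjusted p of any of the 4 with a positive value was 0.162, for miR-128-3p with array quality weights. In that setting miR-3473 had a log2 fold change of -0.65 (unadjusted p = 0.0380 from limma). Both values carry the unequal weights, and replicates 9 and 10 are the samples in which miR-3473 was above the control mean. The paper's statistics section names an analysis of variance or a test for unequal variances with Bonferroni correction for the array data and does not say which gave the p of the 4 miRNAs. With Bonferroni correction each of these tests, run on the main scaling, called 0 higher and 1 lower miRNA here. The methods' scaling was tested with limma only, so the paper's scaling and its tests were not run together.

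The paper states that miR-29a-3p, miR-128-3p, miR-223-3p and miR-3473 were higher in reflux esophagitis on these arrays. Here the log2 fold changes of miR-128-3p and miR-223-3p were positive (0.19 and 0.16) and those of miR-29a-3p and miR-3473 negative (-0.10 and -0.15), none past the test. Under the methods' scaling, applied here to the total signal, all 4 were positive (1.59, 1.89, 1.86 and 1.54 for miR-29a-3p, miR-128-3p, miR-223-3p and miR-3473). Their unadjusted p was between 0.195 and 0.315 from limma. The paper's discussion places the genes of miR-29a and miR-29b-1 and those of miR-29b-2 and miR-29c on chromosomes other than those of the array's rat mapping, which has miR-29a-3p on chromosome 4, miR-29c-3p on chromosome 13 and miR-29b-3p on both. The discussion names no species for these positions, so they may not be those of the rat and need not be a disagreement.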

Other observations

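Epithelial miRNAs were near or below detection in these exosomes. Of 13 measured, 5 were detected on at least 1 array and 0 could be tested. miR-203a-3p was detected on 3 control arrays and 2 of reflux esophagitis, miR-31a-5p on 1 and 2, and miR-141-3p on 0 and 2. Of the miRNAs that the Discussion names from other esophageal studies, miR-21-5p had a log2 fold change of 0.30 (standard error 0.38, adjusted p = 0.912 from limma) and miR-18a-5p of -0.013 (standard error 0.32, adjusted p = 0.980), with 0 passing when adjusted over the list alone. The 6 tested miRNAs of the imprinted Dlk1-Dio3 cluster, out of 39 measured, had a median of -0.38 (adjusted p = 0.730 from camera). The 3 tested nervous system miRNAs had a median of -0.72 (adjusted p = 0.730 from camera), the value of miR-212-3p, with miR-219-5p detected on 4 control arrays and 2 of reflux esophagitis. The 4 tested miRNAs of fibrosis had a median of -0.0084 and a mean of -0.016 with camera's direction up (adjusted p = 0.258). In these lists 0 members passed, also when adjusted over the list alone, and under the methods' scaling the medians are above 0 (0.98 for nervous system and 1.69 for fibrosis). With 1 array left out the fibrosis median ranged from -0.33 to 0.14, that of the Dlk1-Dio3 cluster from -0.99 to 0.10 and that of the nervous system from -0.99 to -0.36. At the preset correlation camera called the Dlk1-Dio3 list lower with array quality weights (adjusted p = 0.0414; adjusted p = 0.526 with an estimated correlation).

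Of the tests below, those on dim miRNAs, the slide row, the correlation within lists and replicate 9 were chosen after the result was seen.

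miR-455-5p and miR-208a-3p were lower in reflux esophagitis, but 3 of the 35 splits of the arrays gave at least 2 calls (highest other 23) and 19 of the 35 gave at least 5 miRNAs at an unadjusted p under 0.05 (highest other 73), so chance cannot be excluded, and the splits with 21 and 23 calls point to a structure among the samples. Of 50 other miRNAs detected on all controls and no brighter there than miR-455-5p, 94.0% were detected on both reflux esophagitis replicates 5 and 8. These are the arrays with 75th percentiles above all controls, so dim signal was not generally lost on these 2 arrays. miR-455-5p and miR-208a-3p were picked by calls that rest on undetected arrays, and miR-208a-3p was detected on replicate 5. The share therefore cannot tell whether a loss of dim signal took these 2 miRNAs as well. On replicates 9 and 10, where 12 and 39 of the 50 were detected, such a loss may add to the difference. All controls lie in 1 row of the slide and all samples with reflux esophagitis in the other, so with 0 rows holding both groups the row and the condition cannot be told apart. An effect of reflux esophagitis on the 2 miRNAs stays open and was not tested apart from these.

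The let-7 list was higher and the muscle list lower by camera, and 16 of the 35 splits called at least 2 lists (highest other 7), so chance cannot be excluded. With the correlation estimated in each list (0.637 for muscle and 0.698 for let-7) both adjusted p were 0.604, which is consistent with members that vary together between arrays; over all alternatives with camera they ranged from 1.39e-05 to 0.687 for let-7 and from 4.01e-06 to 0.604 for muscle. The let-7 mean and the share of signal in the 5 brightest miRNAs had a Spearman correlation of -0.476 (permutation p = 0.242, adjusted 0.484 over 2 lists) and a Pearson correlation of -0.594 (permutation p = 0.109, adjusted 0.217), or -0.297 without the 2 arrays farthest from the median share; for muscle they were -0.262 (p = 0.537) and -0.246 (p = 0.566), or -0.684 without the 2. A few bright miRNAs taking most of the signal therefore cannot be told apart from other sources with 8 arrays. An effect of reflux esophagitis on either list stays open.

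Under the methods' scaling the median log2 fold change of all tested miRNAs was 1.39, with positive values for the paper's 4 miRNAs. That scaling was applied here to the total signal, with undetected miRNAs at 0.1, and the methods do not name the signal they used. In reflux esophagitis replicate 9 the 75th percentile falls on an undetected miRNA and was 0.1, against 12.0 to 22.1 on the other arrays. Division by so low a value raised all signals of that array. With replicate 9 left out the median was 0.00162, so the shift of the tested miRNAs came from the scaling of that array. The 4 values were then 0.34 for miR-29a-3p, 0.57 for miR-128-3p, 0.52 for miR-223-3p and -0.076 for miR-3473, and 0 miRNAs were called higher. No biological explanation was tested for the values that remain. Why replicate 9 had fewer detected miRNAs (144) and a lower summed signal (77376) was not tested. A lower yield of exosomal RNA in that sample stays open, though the methods label a fixed amount of RNA, which a lower yield alone would not change.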
